A study of Homo sapiens with 8 samples. Its data were reported in "Histone Methyltransferase MMSET/NSD2 Alters EZH2 Binding and Reprograms the Myeloma Epigenome through Global and Focal Changes in H3K36 and H3K27 Methylation" (2014).

How the data were processed

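Total RNA from 2 human multiple myeloma cell lines was sequenced by the authors after 7 days of treatment. KMS11 is a myeloma line with high levels of the histone methyltransferase MMSET. TKO cells, derived from KMS11 by gene targeting, no longer overexpress MMSET. Each line received 2 µM of GSK343, a small molecule inhibitor of the histone methyltransferase EZH2, or 2 µM of GSK669, an inactive control compound. The labels place the 8 samples in 4 groups of 2 samples each.

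The authors aligned the reads to hg19 with STAR and computed FPKM values (fragments scaled by transcript length and by the number of mapped fragments) with cuffdiff, using the UCSC gene annotation for that build. The deposited table gives, for every gene, an FPKM value, its lower and upper confidence limits and a status in each of 4 sets of columns. The 4 sets carry the default names of the software, q1 to q4, and neither the labels, the table's header nor the methods state which cell line and compound each set holds. Their order gives no grounds for an assignment. Assigning the sets from the level of a gene such as WHSC1 would have built the expected answer into the comparison. Matching the sets to the study's list of genes changed by EZH2 inhibition would also have rested on their values, and was not tried. None of the 16 value columns was therefore used, no FPKM value is reported, and no group was compared with another. The sequencing depth of the samples is unknown.

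The columns that belong to no sample were analysed: the gene symbol, the identifiers of the groups of transcription start sites, and the genomic interval. Intervals were parsed and tallied with Python 3.11.15 and pandas 2.3.3. Interval starts were checked against transcript starts in GENCODE release 44 mapped to GRCh37, the same assembly as hg19 for the chromosomes used here. They matched a transcript start for 10269 of 23592 genes after 1 was added and for 1246 without it, so starts were treated as counted from 0 and are given here counted from 1. A gene was counted as sharing its interval when another gene had the identical interval. The alternative was an overlap of at least 1 base with any other gene's interval, and the search for overlaps was tested on simulated intervals. Symbols of listed genes were matched exactly, with RefSeq synonyms as the alternative.

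The genes named individually were fixed before the data were examined: the targeted locus, members of the Polycomb Repressive Complex 2, and genes that the study discussed or used as controls. A further rule, to name the genes with the largest changes, was not applied. Gene lists were also fixed beforehand. They were genes with EZH2 at the promoter in NTKO cells only, in TKO cells only or in both, and genes higher or lower with MMSET, all from separate chromatin immunoprecipitation and microarray experiments of the study in NTKO and TKO cells, together with hand-written lists of WNT ligands and Frizzled receptors, MHC class II genes and interferon-stimulated genes. The lists taken from the study were read from its supplementary tables as given here, and all but that for EZH2 in TKO cells alone were a single gene shorter than the count the study states. NTKO is a KMS11 derivative that retains high MMSET and was not among the samples sequenced here. The tests planned on these lists were not run. The tallies reported were chosen after the table had been opened.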

Results

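Transcriptomes were sequenced from KMS11 cells, which are MMSET-high, and from TKO cells, which are MMSET-low, after exposure to GSK343 or to the inactive compound GSK669. The 8 samples formed 4 groups of 2 samples. The design implied a comparison of the compounds within each line, a comparison of the lines under GSK669, and a comparison of the response between the lines. The 4 sets of expression values were not matched to these groups, and none of the comparisons was made. Expression levels, including the level of MMSET itself, were not analysed here. The results below describe which genes the expression table covered and which intervals it assigned to them.

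The table listed 23617 genes, each under a distinct symbol. Of these, 23592 genes lay on the 24 assembled chromosomes and 25 genes lay on 15 other sequences, such as unplaced contigs and alternative haplotypes of hg19. Chromosome 1 held the most genes, 2356, and chromosome Y the fewest, 95. A single group of transcription start sites was assigned to 19832 genes, and 3785 genes had several.

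The 23617 genes were assigned to 19825 distinct intervals. An identical interval was given to more than one gene at 2608 of these, which together held 6400 genes (27.1% of the table). The same 6400 genes were counted when any overlap of at least 1 base was accepted, and no 2 intervals in the table overlapped without being identical. A shared interval therefore cannot be read as the span of each gene in it. These counts describe how the table assigned intervals to genes, not where each gene lies. Taken over genes, the median length of the assigned interval was 64492 bp where it was shared, against 19271 bp where it was not. Each shared interval was counted once for every gene in it. The medians therefore do not compare the lengths of the genes themselves. The share was lowest on chromosome 19 (19.1% of 1625 genes) and highest on chromosome Y (35.8% of 95 genes). The largest cluster held 23 protocadherin gamma genes on chromosome 5, from 140710252 to 140892548. Next came an interval with 18 genes on chromosome 21, mostly keratin-associated protein genes, and an interval with 17 genes on chromosome 15, mostly SNORD115 genes. They were followed by a cluster of 16 GAGE genes on chromosome X, from 49188094 to 49313710. Short noncoding RNA genes, recognised by symbol, often had a shared interval. Another gene had the same interval for 849 of 1301 microRNA genes (65.3%) and 251 of 357 small nucleolar RNA genes (70.3%). Whether the other gene was a longer gene or a further short RNA gene was not determined.

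MMSET was listed under its older symbol WHSC1, with 3 groups of start sites, on chromosome 4 from 1873123 to 1983934. The current symbol of this protein-coding gene is NSD2, and its GENCODE span on the plus strand ran from 1873120 to 1983934. The WHSC1 interval was shared with 1 other gene, the small RNA gene SCARNA22. It has the end of the NSD2 span and nearly its start, so it does not give the position of SCARNA22 itself. FGFR3, the neighbouring locus that is affected by the same translocation, had its own interval on chromosome 4 from 1795039 to 1810599.

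EZH2 lay on chromosome 7 from 148504464 to 148581441 and had 2 groups of start sites. EZH1 on chromosome 17 (40852293 to 40897071), SUZ12 on chromosome 17 (30264044 to 30328057) and EED on chromosome 11 (85955806 to 85989785) had 1 group each. None of these genes shared its interval.

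EGFL7, the host gene of the microRNA miR-126, was listed on chromosome 9 from 139553308 to 139567130. MIR126 had the identical interval and was the only other gene in it. The interval equals the GENCODE span of EGFL7, so it does not give the position of MIR126 itself. MYC lay on chromosome 8 from 128748315 to 128753680 and DACH1 on chromosome 13 from 72012098 to 72441330, each alone in its interval. The study described JAM2, JAM3, CR2 and CA2 as activated by MMSET, and DLL4 and CDCA7 as repressed by it. Each of these genes had 1 group of start sites and an interval of its own. LTB, on chromosome 6 from 31548336 to 31550202, had 8 groups of start sites and an interval of 1867 bp. Only identifiers of the groups were available, so whether all 8 lay inside that interval was not determined.

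The EZH2 and MMSET lists came from a comparison of TKO with NTKO cells, a different MMSET-high line from the KMS11 cells sequenced here. By exact symbol, the table contained 900 of the 963 genes with promoter EZH2 in NTKO cells alone, all but 8 of the 220 with it in TKO cells alone and 684 of the 732 with it in both. It contained 515 genes higher with MMSET (98.8% of the list) and 303 of the 307 genes lower with MMSET. All 29 WNT and Frizzled genes, all 15 MHC class II genes and all 37 interferon-stimulated genes were present. Of the listed genes found, those in a shared interval made up 20.9% of the list for NTKO cells alone, 22.6% of that for TKO cells alone, 23.5% of that for both, 18.4% of those higher with MMSET and 23.4% of those lower with MMSET. The corresponding shares were 10.3%, 13.3% and 5.41% for the WNT and Frizzled, MHC class II and interferon-stimulated lists. These shares describe the annotation and carry no replicate error.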

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

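The count of genes in a shared interval was 6400 both for identical intervals and for any overlap of at least 1 base. Because no distinct intervals overlapped, these definitions could only give the same count, and their equality does not test dependence on the processing. The count was 6391 when only assembled chromosomes were counted. Matching the lists through RefSeq synonyms as well as exact symbols raised the genes found from 900 to 951 of 963 for promoter EZH2 in NTKO cells alone, from 96.4% to 99.5% of 220 for TKO cells alone, and from 684 to 720 of 732 for both. Every gene of the lists higher and lower with MMSET, as used here, was then found. The remaining 3 lists did not change. These alternatives were chosen after seeing the data.

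The alternatives planned before the data were examined (other pseudocounts, filters on low values, fold thresholds, scalings, use of the authors' confidence limits and status) were not run, because each needs expression values matched to a group. No paired analysis was possible because the expression columns carry neither a group nor a replicate number, and for the same reason no replicate was left out in turn.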
